# Investigations on Transgenerational Epigenetic Response Down the Male Line in F2 Pigs

**DOI:** 10.1371/journal.pone.0030583

**Published:** 2012-02-16

**Authors:** Martin Braunschweig, Vidhya Jagannathan, Andreas Gutzwiller, Giuseppe Bee

## Abstract

We investigated the nutritional effects on carcass traits, gene expression and DNA methylation in a three generation Large White pig feeding experiment. A group of experimental (E) F0 boars were fed a standard diet supplemented with high amounts of methylating micronutrients whereas a control group (C) of F0 boars received a standard diet. These differentially fed F0 boars sired F1 boars which then sired 60 F2 pigs. Carcass traits were compared between 36 F2 descendants of E F0 boars and 24 F2 descendants of C F0 boars. The two F2 offspring groups differed with respect to backfat percentage (*P* = 0.03) and tended to differ with respect to adipose tissue (*P* = 0.09), fat thickness at the 10^th^ rib (*P* = 0.08) and at the croup (*P* = 0.09) as well as percentages of shoulder (*P* = 0.07). Offspring from the experimental F0 boars had a higher percentage of shoulder and were leaner compared to the control group. Gene expression profiles showed significant twofold differences in mRNA level between 8 C F2 offspring and 8 E F2 offspring for 79, 64 and 53 genes for muscle, liver and kidney RNA, respectively. We found that in liver and muscle respective pathways of lipid metabolism and metabolic pathway were over-represented for the differentially expressed genes between these groups. A DNA methylation analysis in promoters of differentially expressed genes indicated a significant difference in DNA methylation at the *IYD* gene. If these responses on carcass traits, gene expression and DNA methylation withstand verification and can indeed be attributed to transgenerational epigenetic inheritance, it would open up pioneering application in pork production and would have implications for human health.

## Introduction

There is a growing body of evidence that environmental effects including nutrition affect the epigenetic code in mammals and that such induced modifications are transmitted to next generations [1], [2], [3]. Transgenerational epigenetic inheritance is defined as metastable epimutations induced by environmental effects that are transmitted to next generations. In a gestating female that was exposed to an environmental trigger only in F3 individuals epigenetic transgenerational inheritance can be established [4]. This is because in a gestating F0 female the F1 embryo or fetus and its germ cells (future F2 generation) are also directly exposed to the environmental effect. Correspondingly, in the male line the F0 male and his germline which potentially produce the F1 generation are exposed to an environmental influence and thus the F2 is the first generation, which was not directly exposed to a specific environment [4], [5], [6]. There are still very few and specific examples by which such “Lamarckian” inheritance induced by ancestral environments could be documented. An often quoted example of transmission of epigenetic modifications in this context is the study in viable yellow (A^vy^/a) inbred mice, where the maternal diet affects DNA methylation at a retrotransposon of the agouti locus that persists over two generations [7], [8], [9]. Another outstanding example of stably transmitted epialleles is the murine *Axin fused* (*Axin^Fu^*) allele where the phenotype of a kinked tail is associated with DNA methylation at a retrotransposon within *Axin^Fu^* and can be transmitted through both the maternal and paternal line [10], [11]. Very recently differential hepatic expression involved in lipid and cholesterol biosynthesis was measured in offspring from male mice that were fed a low protein or a control diet. It was observed that DNA methylation in liver was modestly changed at various loci including a likely enhancer for the lipid regulator *Ppara* [12]. In these examples the transmission of epigenetic modifications and their associated phenotypes were demonstrated, however, the unequivocal segregation of an induced epimutation between generations needs to be proven in order to claim true transgenerational epigenetic inheritance. Additional support for the existence of transgenerational inheritance of nutritional effects comes from an epidemiological study using historical data from Överkalix parish, Norrbotten in northern Sweden [13], [14]. The main findings of these studies indicate a nutrition-linked mechanism that segregates from grandfathers to grandsons and affects their risk of cardiovascular and diabetes mellitus morbidity. Our pilot pig study to investigate the segregation of nutritional effects in a three generation pig pedigree was inspired by the Överklix study and the diet was adapted from that fed to pregnant agouti mice [13], [15]. We hypothesized that environmental perturbations such as dietary modifications affects the epigenetic code in pigs which is transmitted up to two generations later. For this purpose F0 boars were fed a diet enriched with methyl donors or a control diet to investigate heritable epigenetic effects in F2 offspring phenotypes, which would be truly transgenerational in nature. This implies that effects of ancestral F0 boars' diet are transmitted over two generations and thus circumvent epigenetic reprogramming in gametogenesis and early embryogenesis [16]. Here we report the results of nutritional effects on carcass traits in F2 offspring derived from the differentially fed F0 boars and a micro-array based gene expression analysis in liver, muscle and kidney tissues of F2 pigs. We further present a pathway analysis of microarray gene expression data and studied DNA methylation in promoter regions of differentially expressed genes.

## Results

### Three Generation Pig Feeding Experiment

The micronutrients added to the diet E were selected based on the one-carbon metabolism involved in DNA methylation. Due to the lack of information on the potential outcome of the study we decided to feed the boars a combination of all micronutrients in elevated concentrations. The enriched diet was assumed to cause no harm to the F0 boars. After 4 months of age several E boars frequently showed symptoms of neurotoxicity [17]. It was hypothesized that the problems were caused by the high dosage of the potentially neurotoxic vitamin B_6_ [17]. In the following generations, pigs originating from the F0 E boars did not show any of the aforementioned signs.

### Carcass Traits

As expected, carcass traits were affected (*P*<0.05) by gender (Table 1). Barrows had a lower lean meat, loin, and ham percentage but higher adipose tissue, fat of the ham, and fat of the shoulder percentages compared to female pigs (data not shown). These results were expected and not the focus of this study since it is well established that barrows are usually fatter than gilts at a slaughter weight around 105 kg.

**Table 1:** Estimates of effects on carcass traits of F2 offspring from differentially fed F0 boars.

Effect	Shoulder (%)		Backfat (%)		Adipose tissue (%)		Fat thickness at the 10^th^ rib (mm)		Fat thickness at the croup (mm)	
	Est.	Error	Est.	Error	Est.	Error	Est.	Error	Est.	Error
Diet, C	12.25	0.12	8.10	0.24	13.61	0.35	17.74	0.90	21.00	0.89
Diet, E	12.60	0.12	7.27	0.21	12.74	0.31	15.36	0.80	18.70	0.80
*P*	0.066		0.027		0.093		0.076		0.086	
Sex, b	12.33	0.10	8.17	0.24	13.95	0.27	17.29	0.69	19.86	0.67
Sex, f	12.52	0.10	7.22	0.21	12.39	0.26	15.81	0.75	19.83	0.72
*P*	0.082		<0.001		<0.001		0.069		0.965	
Diet×sex c×b	12.15	0.15	8.59	0.27	14.46	0.40	18.71	1.05	20.65	1.02
c×f	12.35	0.16	7.63	0.29	12.39	0.41	16.78	1.10	21.34	1.07
e×b	12.51	0.13	7.74	0.24	13.44	0.34	15.86	0.89	19.08	0.88
e×f	12.70	0.13	6.80	0.25	12.39	0.36	14.85	1.01	18.32	0.98
*P*	0.950		0.957		0.582		0.562		0.323	

c: control diet, e: experimental diet, b: barrow, f: female, Est.: Estimate of the effect.

Compared to F2 C offspring, carcasses of F2 E offspring had lower (*P* = 0.03) backfat percentage, thinner (*P* = 0.09) 10^th^ rib and croup backfat and higher (*P* = 0.07) shoulder percentage (Table 1).

### Gene Expression Profiling

Microarray gene expression profiling was performed in order to compare gene expression levels in the GM, liver and kidney tissue between F2 descendants from the experimental F0 boars and the control F0 boars. 

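RNA of GM, liver and kidney from the same 16 F2 pigs was hybridised in 1 colour to 48 Agilent porcine microarrays, 1 array per pig and tissue. In each tissue 8 arrays came from F2 C and 8 from F2 E offspring, with 4 barrows and 4 females in each group. The authors quantified the scanned spots with Agilent's Feature Extraction software and deposited the intensity of each spot without normalization between arrays. An array held 45220 spots, of which 43803 were spots of 43603 different probes and 1417 were controls. The number of spots well above background ranged from 23491 to 28754 (median 25485) over the F2 C arrays of GM and from 18948 to 25728 (median 21442) over the F2 E arrays. In liver it ranged from 26879 to 30814 (median 28958) in F2 C and from 24128 to 28381 (median 27244) in F2 E. In kidney it ranged from 30718 to 36804 (median 33923.5) in F2 C and from 25071 to 34351 (median 30365) in F2 E. The median local background of the GM arrays was between 14 and 24 in F2 C and between 26 and 28 in F2 E, without overlap, and in liver and kidney the groups overlapped. No spot was saturated. The precision of every value is limited by the number of arrays. Each slide carried 4 arrays. In GM and kidney every slide held pigs of 1 group, so that each group lay on slides of its own, whereas in liver 2 slides held both groups and the other two held 1 group each. The numbers in the pigs' labels fall in a lower and an upper series, each with 4 F2 C and 4 F2 E pigs, and in GM and kidney the 4 slides held the same 4 sets of pigs as the series divided by group. Neither the labels nor the paper's text give the litters or sires of these 16 pigs. From the scanner values, the median pixel of each spot was quantile-normalized over the 16 arrays of a tissue and transformed to log2, as in the methods. Control spots were left out, spots that the extraction software marked as outliers were set to missing after normalization, and spots of 1 probe were averaged. F2 E was then compared with F2 C in limma on the probes that were present by the methods' criterion, with Benjamini-Hochberg adjustment over the probes of a tissue. A positive log2 ratio is higher in F2 E.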

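A spot was counted as present where at least 50% of the arrays of F2 C or of F2 E had a linear signal above 25 and were well above background. By this criterion 25779 spots were present in GM, 28979 in liver and 33822 in kidney, or 58.9%, 66.2% and 77.2% of the probe spots. They belonged to 25635, 28823 and 33662 different probes. All of these probes could be compared in liver and kidney. In GM, 13 of them had fewer than 2 arrays left in a group after marked spots were removed, and 25622 were compared. On all 16 arrays of a tissue, 17448 probes were well above background in GM, 22481 in liver and 23557 in kidney.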

From the total of represented 43′803 probes on the porcine microarray chip 25′659 (59%), 28′848 (66%) and 33′638 (77%) were found to be present for the GM, liver and kidney RNA, respectively (detection *P*<0.05). 

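In GM, 101 probes differed between F2 E and F2 C offspring at least 2-fold and with an unadjusted p below 0.01 in limma, 43 of them higher and 58 lower in F2 E. In liver 95 probes did so, 48 higher and 47 lower, and in kidney 63, 34 higher and 29 lower. The methods' t-test on the same values gave 85, 62 and 49 probes. These counts moved most when the software's background-corrected signal, scaled to each array's 75th percentile, replaced the quantile-normalized median signal: they then were 365, 208 and 136. With slide as a random block they were 76, 98 and 42. With each pig left out in turn they ranged from 79 to 123 in GM, from 79 to 106 in liver and from 56 to 73 in kidney. Of the 101 GM probes, 90 were measured on all 16 arrays, and 2 of the other 11 passed the thresholds again when the spots marked as outliers were kept. In liver 91 of the 95 probes were measured on all arrays, and the other 4 passed with the marked spots kept.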

We found twofold differences (*P*<0.01) in mRNA levels between the two groups for 79, 64 and 53 genes for GM, liver and kidney RNA, respectively (t-test statistics, *P*<0.01). In Figure 1 the heat blots for the expression analysis in liver, GM and kidney of these differentially expressed genes are shown. 

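At an unadjusted p below 0.01 without a limit on the fold change, limma gave 1463 probes in GM (685 higher and 778 lower in F2 E), 706 in liver (364 higher and 342 lower) and 336 in kidney (163 higher and 173 lower). By chance 256, 288 and 337 of the compared probes would lie below 0.01. The false discovery rate at this threshold was 0.175 in GM, 0.408 in liver and 1 in kidney. The methods' t-test gave 1407, 619 and 353 probes. With slide as a random block, limma gave 412, 708 and 97 probes.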

A numeric overview of the transcriptome analysis in the 3 tissue samples of F2 pigs is given in Table 2. The detailed results of the expression analysis in GM, liver and kidney discussed in this publication have been deposited in NCBI's Gene Expression Omnibus [18] and are accessible through GEO Series accession number GSE32412 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE32412). The differences between the expression profiles of the 2 groups were statistically significant and thus worthwhile for further investigations.

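After Benjamini-Hochberg adjustment, limma called 195 probes in GM at an adjusted p below 0.05 (102 higher and 93 lower in F2 E), 27 in liver (16 higher and 11 lower) and 4 in kidney (1 higher and 3 lower). The methods' t-test called 126, 11 and 5. The GM count lay between 91 and 193 with 1 pig left out and was lowest without F2 E replicate 3. The liver count lay between 13, without F2 E replicate 1, and 40, and the kidney count between 4 and 6. With slide as a random block, limma called 5 probes in GM, 20 in liver and 1 in kidney, and with the number series as a block it called 507, 46 and 10. The 4 sets of pigs that share a group and a number series can be joined 2 by 2 in 3 ways: by group, by series, or crossed so that each side holds the lower series of 1 group and the upper series of the other. In GM, 172 probes differed at least 2-fold with an unadjusted p below 0.01 by series and 116 crossed. In liver the numbers were 127 by series and 47 crossed, and in kidney 198 by series and 265 crossed. At an adjusted p below 0.05 limma called 493 probes by series and 544 crossed in GM, 758 and 4 in liver, and 26 and 991 in kidney. Within the lower series alone, with 4 pigs against 4, limma called 347, 63 and 203 probes between F2 E and F2 C in GM, liver and kidney, and within the upper series 1080, 37 and 554. The paper states that the profiles of both groups differed significantly and merited further investigation.

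**Figure D1:**
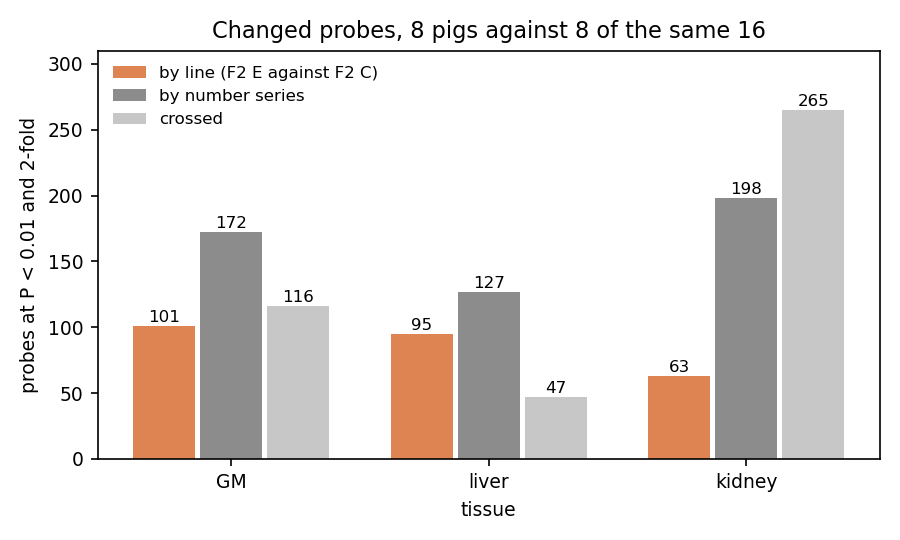
Number of probes that differed at least 2-fold with an unadjusted p below 0.01 in limma in GM, liver and kidney, for 3 ways to join the 4 sets of pigs into groups of 8: F2 E against F2 C, upper against lower number series, and crossed. In GM the bars stand at 101, 172 and 116 probes, in liver at 95, 127 and 47 and in kidney at 63, 198 and 265.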

**Figure 1:**
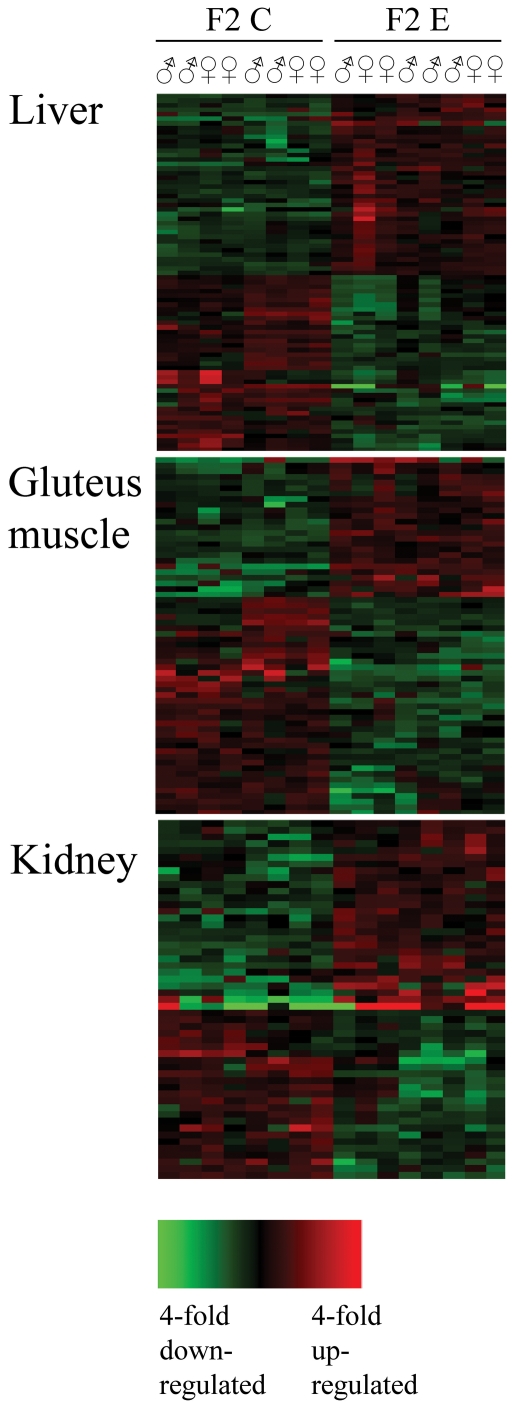
Clustering heat maps for the gene expression analysis. Clustering heat maps for the gene expression analysis in gluteus muscle (GM), liver and kidney of F2 control (C) and F2 experimental (E) pigs are shown. The clustering of significant genes (significance threshold 0.01 and log2 Ratio threshold 1(FC>2)) for GM, liver and kidney with respective 79, 64 and 53 genes are shown. The sex of the pigs and their grouping is given on the top of the heat map of GM for all tissues. The color key of fold change is indicated.

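Among the probes at an adjusted p below 0.05 in limma whose 8 F2 E pigs all lay on 1 side of the F2 C median, A_72_P407238 had the largest log2 ratio in GM, at -2.15 (adjusted p = 0.00366), followed by TBR1. The next were A_72_P403193 at -1.78, A_72_P299604 at -1.76 and A_72_P361238 at -1.70, all lower in F2 E. Of 17 alternatives that kept all pigs, the GM call held in 14 for A_72_P407238 and 11 for A_72_P403193. It held in 10 for A_72_P299604 and 14 for A_72_P361238. In liver the largest was UCP3 (A_72_P146406), with a log2 signal of 9.08 ± 1.51 (SD, n = 8) in F2 C and 6.37 ± 0.23 (SD, n = 8) in F2 E. Its log2 ratio was -2.71 (standard error 0.477, adjusted p = 0.0295 in limma, exact two-sided permutation p = 0.000466), and it was well above background in 8 F2 C pigs and 5 F2 E pigs. The adjusted p of UCP3 rose above 0.05 in 9 of the 16 fits without 1 pig. Its ratio lay between -3.07 and -2.44 over these 16 fits. Of 18 alternatives that kept all pigs, its call held in 8, with ratios from -3.88 to -2.19 and adjusted p up to 0.346. Next in liver came A_72_P267616, higher by 2.67 (adjusted p = 0.00957), A_72_P195467, higher by 2.09 (adjusted p = 0.0367), TCAM1, and A_72_P289994, higher by 1.81. The call of A_72_P195467 was lost in 12 of the 16 fits without 1 pig, with ratios from 1.91 to 2.36. It held in 9 of the 19 alternatives that kept all pigs. In kidney fewer than 5 probes met this criterion, so the 5 largest were taken from those past the 2-fold and unadjusted limits. They were A_72_P172331 at 3.36, A_72_P152776 at -3.34, A_72_P322313 at 2.91, PON3 at 2.65 and A_72_P388165 at 2.04, with adjusted p between 0.267 and 0.935. With the number series as a block, A_72_P322313 and A_72_P388165 reached adjusted p of 0.0136 and 0.0324, the lowest of their alternatives, the highest being 1.00. Their kidney ratios rested on the F2 C pigs of the lower series, with mean log2 signals of 8.30 and 6.10. The F2 C pigs of the upper series had 13.59 and 9.41. These lay between the F2 E means of the lower series, 12.78 and 8.90, and of the upper series, 14.94 and 10.70. Named after their values were seen, the 4 kidney probes called after adjustment were MBOAT7, A_72_P289994 (1.82), A_72_P102091 (-1.88) and A_72_P027211 (-1.01). Likewise named afterwards, the 3 most negative ratios called in GM rested on few arrays: A_72_P125641 at -5.02 on 3 F2 C and 2 F2 E arrays, A_72_P163556 at -4.48 and A_72_P087611 at -4.25. With the marked spots kept, these ratios were -1.69, -1.92 and -1.99, and the adjusted p in limma was 0.330, 0.205 and 0.240.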

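The sex given for each pig was checked on the arrays. Between barrows and females, limma called 30 probes in GM, 39 in liver and 33 in kidney at an adjusted p below 0.05. Of these, 13, 15 and 15 separated all barrows from all females by at least 2 on the log2 scale, 11 of them in all 3 tissues, so that each of the 48 arrays fell with the sex of its label. A difference between F2 E and F2 C that depended on sex was called by limma's interaction term at 0 probes of 25617 in GM, 0 of 28821 in liver and 0 of 33662 in kidney. At an unadjusted p below 0.05 it had 886, 505 and 890 probes, and the smallest adjusted p was 0.992, 1.00 and 0.906. Without F2 C replicate 3 the kidney count was 1.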

**Table 2:** Probe counts by significance and fold-change (fc) in the gluteus muscle, liver and kidney.

*P*-value	#significants	FDR	fc≥1	fc≥1.5	fc≥2	fc≥3	fc≥4	fc≥8	fc≥10
				Gluteus muscle					
*P*<0.1	6121	0.41	6121	784	145	36	12	0	0
*P*<0.01	1370	0.18	1370	378	79	13	3	0	0
*P*<0.001	322	0.08	322	126	39	5	2	0	0
*P*<1e-04	74	0.03	74	39	19	3	2	0	0
*P*<1e-05	13	0.02	13	5	4	1	0	0	0
				Liver					
*P*<0.1	4083	0.67	4083	512	122	29	14	2	2
*P*<0.01	608	0.45	608	222	64	19	8	0	0
*P*<0.001	108	0.25	108	58	22	11	6	0	0
*P*<1e-04	24	0.09	24	20	10	5	2	0	0
*P*<1e-05	10	0.03	10	9	5	2	0	0	0
				Kidney					
*P*<0.1	2522	1.00	2522	414	123	40	18	3	3
*P*<0.01	347	0.94	347	143	53	19	7	2	2
*P*<0.001	57	0.55	57	39	17	7	0	0	0
*P*<1e-04	13	0.25	13	9	5	3	0	0	0
*P*<1e-05	5	0.04	5	4	4	3	0	0	0

# significants: Number of significant probes that differ between the two groups on the significance level indicated.

FDR: False discovery rate.

### Pathway Analysis of Differentially Expressed Genes

We performed a pathway analysis of individual microarray gene expression data of, GM, liver and kidney. Differentially expressed genes that had a *P*-value of less than 0.01 were filtered and used for the pathway analysis. The dataset of GM, liver and kidney contained 1370, 608 and 347 genes, respectively, which were mapped to 313, 109 and 45 human orthologous genes, respectively (Table S1, Table S2, Table S3). These genes were used for the pathway analysis. 

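Table S1 holds 313 rows, which name 239 gene symbols over 231 probes, since 1 symbol may stand for several probes and 1 probe for up to 6 symbols. Table S2 holds 109 rows with 88 symbols and 91 probes, and Table S3 holds 45 rows with 36 symbols and 32 probes. For the rows that name a single probe, the log2 ratio had the sign of the table in 297 of 297 rows in GM, 100 of 100 in liver and 45 of 45 in kidney. The largest difference from a listed ratio was 0.02 in GM, 0.03 in liver and 0.03 in kidney. Of the listed probes, 223, 88 and 32 had an unadjusted p below 0.01 by the methods' t-test and 185, 79 and 28 in limma. At an adjusted p below 0.05 limma called 18, 0 and 0 of them, against 2398 and 1294 probes of the whole liver and kidney arrays at an unadjusted p below 0.05. The methods' t-test, adjusted in the same way, called 11 probes over the whole liver array and 5 over the whole kidney array. Of all 43603 probes, 2868 carried a gene name here: 2628 through a RefSeq accession, 237 through Tables S1 to S3 alone and the rest through a probe or accession that the paper gives.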

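The probe of MYC (A_72_P165831) had a log2 signal of 11.55 ± 0.60 (SD, n = 8) in liver of F2 C and 11.22 ± 0.74 (SD, n = 8) in liver of F2 E offspring. The log2 ratio was -0.34 (adjusted p = 0.817 in limma; exact two-sided permutation p = 0.334), less than the SD of either group, and from -0.42 to -0.32 under the alternatives that kept all pigs. With 1 pig left out it lay between -0.54, without F2 E replicate 4, and -0.17, without F2 E replicate 3.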

In liver we found significant pathways (*P*<1.26e-11) that revolved around the transcription factor v-myc myelocytomatosis viral oncogene homolog (c-Myc or MYC) (Figure S1). The involved pathways are given in Table S4 and include transcription initiation and elongation. 

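The probe of HNF4A (A_72_P088141) was not well above background on any of the 16 GM arrays, so no ratio is given for this tissue. In liver it was present, with a log2 signal of 10.39 ± 0.30 (SD, n = 8) in F2 C and 10.07 ± 0.46 (SD, n = 8) in F2 E offspring and a log2 ratio of -0.32 (adjusted p = 0.675 in limma; exact two-sided permutation p = 0.121).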

In GM we found a significant network around hepatocyte nuclear factor 4 alpha (HNF4A) including pathways of phosphorylation and regulation of TOR (*P*<9.85e-62) (Figure S2, Table S1). 

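Of the 231 GM probes behind Table S1, 135 were higher and 96 lower in F2 E offspring, and 8 differed at least 2-fold. The list was chosen by its p on these same arrays, so the probes called within it are not independent evidence.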

Metabolic process was significantly associated with differential gene expression in GM (*P*<3.71e-12). The most significant process that matches the liver expression data were the cellular lipid metabolic process (*P*<2.61e-08). 

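Among the symbols of Table S2, 11 were taken as genes of lipid metabolism, and they had 14 probes in liver. No probe of them was called by limma at an adjusted p below 0.05. The smallest was that of ALOX12 (A_72_P098751), with a log2 ratio of -1.99 (adjusted p = 0.119; exact two-sided permutation p = 0.000932), which was called without F2 C replicate 5 (ratio -2.24) and had an adjusted p of at least 0.0821 over the alternatives that kept all pigs. RDH16 (A_72_P135736) was lower by a log2 ratio of -1.01 (adjusted p = 0.137) and FABP5 (A_72_P165231) higher by 1.07 (adjusted p = 0.184). The smallest adjusted p over the alternatives was 0.00994 for RDH16 and 0.0325 for FABP5. APOE (A_72_P223767) was lower by a ratio of -0.39 (adjusted p = 0.348). ETNK2, ABCG8, GBA3 and both probes of CES1 were lower, with ratios of -0.68, -0.57, -0.41, -0.32 and -0.70, and SLC27A3 and LIPE were higher, with 0.54 and 0.42. The 3 probes of CD36 had ratios of 0.35, 0.51 and -0.29, which differ in sign. One alternative each brought the first and the second CD36 probe to an adjusted p of 0.0165 and 0.00992.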

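In kidney the probe of MYC (A_72_P165831) had a log2 signal of 9.55 ± 0.64 (SD, n = 8) in F2 C and 9.66 ± 0.84 (SD, n = 8) in F2 E offspring, a log2 ratio of 0.11 (adjusted p = 1.00 in limma; exact two-sided permutation p = 0.777). Leaving out each pig in turn, the ratio lay between 0.0023, without F2 C replicate 7, and 0.38, without F2 E replicate 7. Of the 32 kidney probes behind Table S3, 17 were higher and 15 lower in F2 E, and 3 differed at least 2-fold.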

The pathway analysis of the filtered kidney dataset indicated also pathways connected to c-Myc involving regulation of cell proliferation and response to wounding (Figure S3, Table S4). In Table S5 the processes that are highly associated with the gene expression data of GM, liver and kidney are listed. It remains elusive of how to relate regulation of cell proliferation and response to wounding from the analysis of kidney gene expression data to the methyl-supplemented diet of F0 boars. In contrast, the lipid metabolism and metabolic pathway obtained from the analysis of liver and GM gene expression data, respectively, fit perfectly to the observed phenotypic differences in fat traits between the C F2 and E F2 offspring.

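Lists of genes written without use of Tables S1 to S3 were tested as sets in limma's camera, with 1 probe per gene. Fewer than 80% of each list had a named probe present in the tissue, so the tests are void for the lists as wholes and describe the measured genes alone. In liver, 7 of 18 lipogenesis genes had a median log2 ratio of -0.47 (mean -0.34; 2 higher and 5 lower in F2 E; adjusted p = 0.477). The 7 of 22 lipid transport genes had a median of 0.19 (mean 0.04; unadjusted p of 0.0711; adjusted p = 0.477), with 5 higher and 2 lower. The 4 of 21 cholesterol synthesis genes had a median of -0.09 (adjusted p = 0.896). For the 7 of 18 fatty acid oxidation genes the median was 0.05 and the mean -0.01, of opposite sign, with an upward test (adjusted p = 0.896). In GM, 11 of 15 adipocyte genes had a median of -0.02 against a mean of 0.07 and an upward test (adjusted p = 0.889). The list of 31 one-carbon genes had 8 measured in GM, 7 in liver and 8 in kidney, and its adjusted p was 0.896, 0.896 and 0.613. Its median and mean were -0.05 and -0.00 in GM with an upward test, 0.09 and -0.07 in liver with a downward test, and both -0.10 in kidney. Adjusted over the list alone, LIPE was called in the lipid transport list and AHCY in the one-carbon list of GM, and neither was called over all genes tested. No set was called by camera, by fry (smallest adjusted p = 0.653) or with an estimated correlation (smallest adjusted p = 0.686), so no call had to hold. No set was called under any alternative run, where the smallest adjusted p was that of lipogenesis, 0.289. From the lipid and metabolic processes over-represented among the genes of liver and GM, the paper states that they match the differences in fat traits between F2 C and F2 E carcasses.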

### DNA Methylation Analysis

Based on our hypothesis that the diet affects the epigenome of future generations in pig we performed a DNA methylation analysis. We selected *TBR1* and *IYD* genes that were differentially expressed in GM and liver of F2 C and E offspring, respectively as well as *MBOAT7* and *TCAM1* that were differentially expressed in both GM and liver of these offspring. 

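In GM the probe of TBR1 (A_72_P040316) had a log2 signal of 5.54 ± 0.44 (SD, n = 8) in F2 C and 7.55 ± 0.74 (SD, n = 8) in F2 E offspring. The log2 ratio was 2.01 (standard error 0.274, adjusted p = 0.00229 in limma, exact two-sided permutation p = 0.000311). The probe was well above background in 2 F2 C and 8 F2 E pigs, and the ratio ranged from 1.33 to 3.93 over the alternatives that kept all pigs. With slide as a random block its adjusted p was 0.146, within 0.000972 to 0.146 over the alternatives with all 16 pigs as samples. TBR1 was not present in liver. In liver the probe of IYD (A_72_P035341) rose from 11.67 ± 0.65 (SD, n = 8) in F2 C to 13.15 ± 0.38 (SD, n = 8) in F2 E, a log2 ratio of 1.48 (standard error 0.243, adjusted p = 0.0186 in limma). All 8 F2 E pigs lay above all 8 F2 C pigs (exact two-sided permutation p = 0.000155, the smallest that 8 pigs against 8 allow). The separation was narrow, with the highest F2 C pig at 12.714 and the lowest F2 E pig at 12.722. The adjusted p of IYD was 0.0608 with slide as a random block and 0.0850 by the methods' t-test, within 0.0113 to 0.175 over the alternatives with all 16 pigs as samples. IYD was not present in GM. TCAM1 (A_72_P012821) in liver rose from 6.25 ± 0.21 (SD, n = 8) to 8.08 ± 0.39 (SD, n = 8), a log2 ratio of 1.83 (standard error 0.151, adjusted p = 9.75e-06 in limma), without overlap. The highest F2 C pig had 6.47 and the lowest F2 E pig 7.50, a wider gap than for IYD. Over the alternatives with all 16 pigs as samples the adjusted p of TCAM1 ranged from 4.77e-06 to 0.00540. With the means of the 4 sets of pigs as samples limma called 0 of the probes in GM and 0 in liver (865 and 1124 at an unadjusted p below 0.05; smallest adjusted p 0.283 and 0.326), so that design decides nothing about a single gene.

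**Figure D2:**
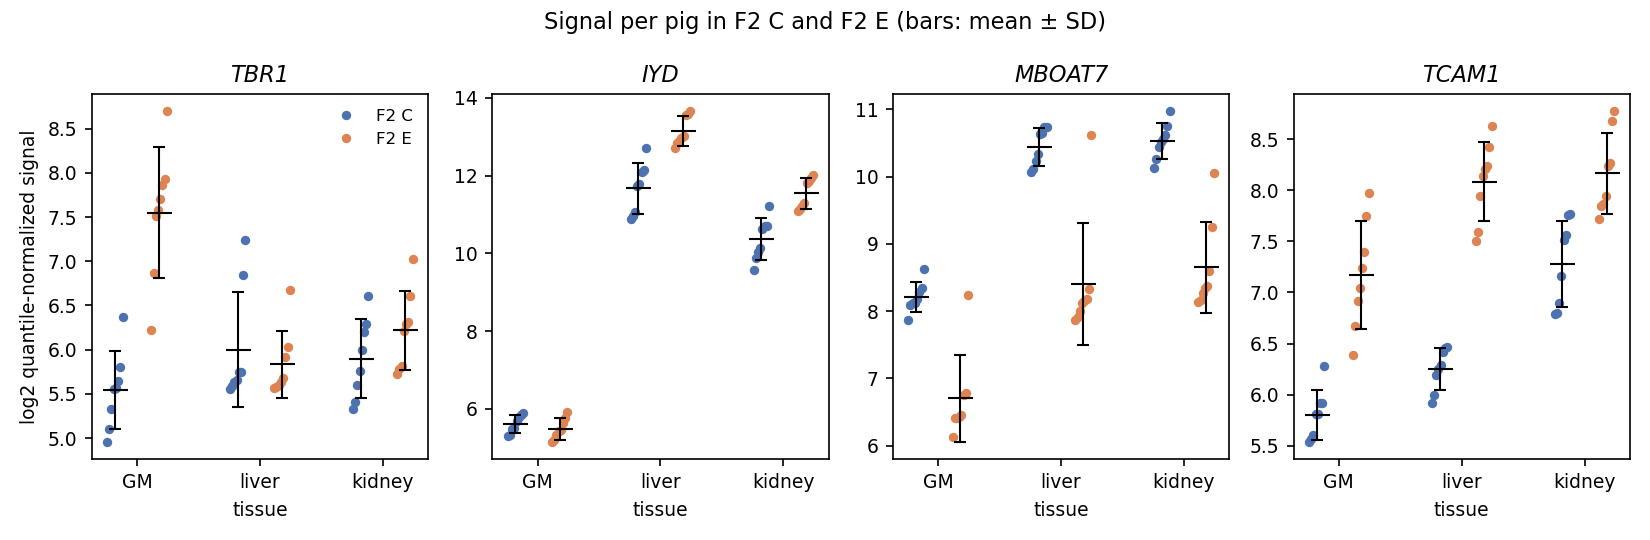
Normalized log2 signal of TBR1, IYD, MBOAT7 and TCAM1 in GM, liver and kidney, with 1 point per pig for the 8 F2 C and 8 F2 E offspring and bars for the mean and SD of each group. In liver TCAM1 stands at 6.25 in F2 C and 8.08 in F2 E and IYD at 11.67 and 13.15, and 1 F2 E pig has an MBOAT7 signal of 10.62 within the F2 C range.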

Real-time PCR quantification of *IYD* (t-test statistics, *P* = 0.02) and *TCAM1* (t-test statistics, *P*<0.001) expression but not *MBOAT7* (t-test statistics, *P* = 0.79) expression confirmed the microarray gene expression results in liver. However, the trend in *MBOAT7* liver expression was similar between the two methods. 

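On the arrays, the probe of MBOAT7 (A_72_P421739) had a log2 signal of 10.44 ± 0.28 (SD, n = 8) in liver of F2 C and 8.40 ± 0.91 (SD, n = 8) in liver of F2 E offspring. The log2 ratio was -2.04 (standard error 0.302, adjusted p = 0.00744 in limma, exact two-sided permutation p = 0.000777), or 4.11-fold, and 7 of 8 F2 E pigs lay below the F2 C median. The eighth, F2 E replicate 3, had 10.62, while the other F2 E pigs had between 7.87 and 8.33. Without it the ratio was -2.36. By the methods' t-test the adjusted p was 0.0584, within 0.00299 to 0.218 over the alternatives with all 16 pigs as samples.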

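In GM, MBOAT7 (A_72_P421739) had a log2 signal of 8.21 ± 0.22 (SD, n = 8) in F2 C and 6.70 ± 0.65 (SD, n = 8) in F2 E offspring on the arrays. The log2 ratio was -1.50 (standard error 0.223, adjusted p = 0.00432 in limma, exact two-sided permutation p = 0.000932), and the probe was well above background in 8 F2 C and 5 F2 E pigs. F2 E replicate 3 was again the highest F2 E pig, at 8.23, and the ratio was -1.72 without it. TCAM1 (A_72_P012821) rose from 5.81 ± 0.25 (SD, n = 8) to 7.17 ± 0.53 (SD, n = 8), a log2 ratio of 1.37 (standard error 0.192, adjusted p = 0.00285 in limma), or 2.58-fold, with no overlap between the groups, and was well above background in 5 F2 C and 8 F2 E pigs. With slide as a random block the adjusted p was 0.173 for MBOAT7 and 0.0551 for TCAM1. Over the alternatives with all 16 pigs as samples it ranged from 0.00118 to 0.173 for MBOAT7 and from 0.000519 to 0.0551 for TCAM1. The differences in ratio between GM and liver, 0.42 for MBOAT7 and -0.29 for TCAM1, were not called (adjusted p = 0.896 and 0.906 in limma).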

In GM *MBOAT7* (t-test statistics, *P* = 0.06) and *TCAM1* (t-test statistics, *P*<0.001) expression was similar to that found in the microarray experiment whereas differential expression of *TBR1* in GM could not be confirmed (Table 3). From each of these 8 F2 C and 8 F2 E offspring DNA methylation in the promoter region of *IYD*, *MBOAT7* and *TCAM1* in liver and *MBOAT7* and *TCAM1* as well as *TBR1* exon1 region in GM was analyzed by clone bisulfite sequencing. This analysis is summarized in Table 4. DNA methylation levels were compared between C F2 and E offspring. The *P*-value resulted from the t-test comparing DNA methylation levels of individual clones between the two F2 groups. A significant difference (*P*<0.05) is indicated between the hypermethylated DNA promoter region in liver of *IYD* clones of 8 C F2 offspring and those of 8 E F2 offspring (Table 4). Higher DNA methylation in the *IYD* promoter is associated with reduced *IYD* expression in C F2 offspring (Table 3). 

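Within each number series, the liver signal of IYD on the arrays was lower in F2 C than in F2 E offspring. In the lower series the mean log2 signal was 11.94 in F2 C and 13.27 in F2 E (4 pigs each), on slides that held both groups. In the upper series, where each slide held 1 group, it was 11.41 and 13.04. In kidney, whose IYD methylation the paper does not report, IYD was higher in F2 E by a log2 ratio of 1.19 (adjusted p = 0.155 in limma; exact two-sided permutation p = 0.000466).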

Very low and low DNA methylation levels were found in respective CpG islands of putative promoter regions of *MBOAT7* and *TCAM1* in liver that did not differ between C and E offspring. The DNA methylation analysis yielded similar levels of DNA methylation in the CpG island of *TBR1* exon 1 in muscle between C and E F2 offspring which is in line with *TBR1* gene expression data that could not be confirmed by real-time PCR (Table 3). DNA methylation levels in promoters of *MBOAT7* and *TCAM1* in GM were similar to those in liver and also not different between C and E F2 offspring. The analyzed *MBOAT7* promoter region is hypomethylated in livers of both groups and not associated with gene expression (Table 3). Similar, DNA methylation in the *TCAM1* promoter in both liver and GM was not associated with gene expression. The presented DNA methylation analysis revealed substantial inter-clonal and inter-individual variation in DNA methylation. In Figure 2 the percentage of DNA methylation is shown at each specific CpG site in the promoter region of *IYD*, *MBOAT7* and *TCAM1* and in exon 1 of *TBR1*. The mean values of DNA methylation at each CpG site in the *IYD* promoter region of liver did not differ significantly between C and E F2 offspring (*P* = 0.08). However, the graph in Figure 2 indicates that DNA methylation at *IYD* promoter CpG sites located within the first 200 bp are similar between the two groups whereas significant DNA methylation differences were found at 13 CpG sites between 200 bp and 436 bp of the analyzed *IYD* promoter fragment. No significant CpG methylation differences were observed in the promoter regions of *MBOAT7* and *TCAM1* in liver and muscle. Interestingly, CpG methylation in *TCAM1* differed at the three last CpG sites in muscle but not at the corresponding sites in liver. In *TCAM1* in muscle the result of the last CpG site was excluded from the analysis due to a number of missing values.

**Figure 2:**
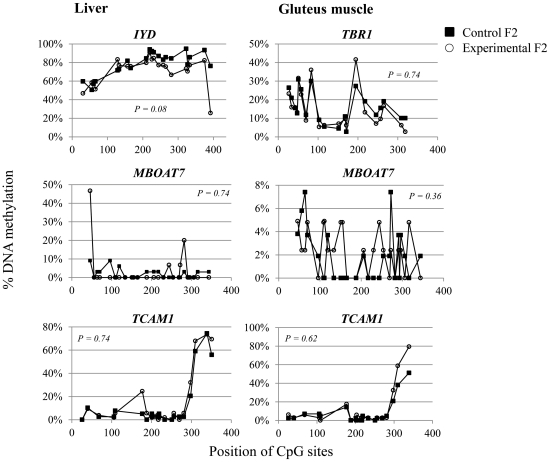
DNA methylation profiles at *IYD*, *TBR1*, *MBOAT7* and *TCAM1* are shown. The DNA methylation content at each CpG site is indicated in the promoter regions of *IYD*, *TBR1*, *MBOAT7* and *TCAM1* in liver and gluteus medius, respectively. The open circles show the results for the control (C) F2 group and the black squares show the results for the F2 experimental (E) F2 group.

**Table 3:** Gene expression resulted from Agilent microarray and real-time PCR between 8 experimental F2 and 8 control F2 pigs.

Gene	Tissue	Normalized Ct value	Real-time PCR, fold difference	Log2 ratio	Microarray analysis, old difference
*IYD*	Liver	0.87	1.82	1.48	2.79
*MBOAT7*	Liver	−0.06	−1.04	−2.05	−4.15
*MBOAT7*	M. gluteus	−0.79	−1.73	−1.52	−2.86
*TCAM1*	Liver	4.06	16.68	1.83	3.56
*TCAM1*	M. gluteus	3.08	8.46	1.38	2.60
*TBR1*	M. gluteus	−0.74	−1.67	2.03	4.07

**Table 4:** DNA methylation was analyzed in six genes of liver and gluteus muscle of 16 F2 pig offspring.

Gene	Product size	Tissue	No. of CpG sites	F2 control (C) (n = no. of clones)	F2 experimental (E) (n = no. of clones)	*P*	Accession No.^1^ Start - end
				Methylated CpG sites	Methylated CpG sites		
*IYD*	436 bp	Liver	21	77% (n = 77)	70% (n = 79)	<0.05	NW_003533902.1 181820–181385
*MBOAT7*	381 bp	Liver	27	3% (n = 33)	2% (n = 15)	0.08	NW_003300106.2 806229–806609
*TCAM1*	373 bp	Liver	21	12% (n = 39)	14% (n = 53)	0.27	NW_003300894.2 74252–74624
*TBR1*	345 bp	Gluteus muscle	20	16% (n = 110)	15% (n = 114)	0.57	NW_003536426.1 385126–384782
*MBOAT7*	381 bp	Gluteus muscle	27	2% (n = 54)	2% (n = 42)	0.31	NW_003300106.2 806229–806609
*TCAM1*	373 bp	Gluteus muscle	21	8% (n = 32)	11% (n = 21)	0.08	NW_003300894.2 74252–74624

1 Sscrofa10 assembly.

We found significant differences in DNA methylation at the *IYD* promoter between C and E F2 offspring which is also associated with gene expression. However, in *TCAM1* in liver and *TCAM1* and *MBOAT7* in GM with confirmed gene expression results we failed to demonstrate any DNA methylation differences. Considering the small sample size and selected genomic regions our DNA methylation results warrant further investigations and more importantly we found indications of differences in the DNA methylation patterns between the two F2 groups of differentially fed F0 boars.

## Discussion

We performed a pilot study to investigate transgenerational response down the male line in a three generation pig pedigree. The hypothesis was that there are differences in phenotypic traits, gene expression and DNA methylation between F2 individuals that could be attributed to the differential feeding of the founder F0 boars. The expected extent and the type of these differences were unknown. Care was taken to have comparable groups of animals concerning the genetic background. The number of individuals was limited. The environment in which all animals were raised was highly controlled and similar for all animals of each generation. We found on each level, gene expression including pathway analysis, DNA methylation and carcass traits, convincing evidence of significant differences between the two groups of F2 offspring. Interestingly, the F2 C offspring tended to be fatter and showed lower percentage of shoulder compared to F2 E offspring. The contributions of individual methylating micronutrients or combinations thereof to the observed effects remain to be established. From our data it could be speculated that micronutrients effectively affected the epigenetic code in F0 boars that was stably transmitted to F2 offspring influencing fat metabolism. However, it is suggested to study less complex mixtures of these methylating micronutrients in a larger group of animals. If these effects on F2 carcass traits hold true it would be a very efficient instrument to manipulate the phenotype of future generations. Furthermore, our results are in line with epidemiological studies in humans demonstrating that environmental exposure affects phenotypic traits of subsequent generations [13], [14]. Also our liver gene expression data including pathway analysis revealed a highly associated cellular lipid metabolic process, which is consistent with the observed nutritional effects on F2 fat traits. In addition metabolic processes were highly associated with gene expression data in GM (Table S5). 

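With each tissue tested alone, 14 probes differed at least 2-fold with an unadjusted p below 0.01 and 1 direction in GM, liver and kidney. Of the probes past these thresholds, GM and liver shared 25, GM and kidney 18 and liver and kidney 25, where 0.319, 0.187 and 0.175 would be shared if the tissues were independent, which tissues of the same pigs are not. MBOAT7, with a log2 ratio of -1.88 (adjusted p = 0.00634) in kidney, was 1 of the 14. Its kidney call held in 12 of the 17 alternatives that kept all pigs, with ratios from -2.08 to -1.70. COIL (A_72_P218187) was another, with ratios of 1.29, 1.22 and 1.40 in GM, liver and kidney. A_72_P289994 was called after adjustment in every tissue, with a ratio of 1.43 in GM. A_72_P091451, also counted among the 14, was not well above background on any F2 E array of GM, so it is known to be at least 1.88-fold lower there and a 2-fold difference in GM is not established for it. The call after adjustment of A_72_P158586 in liver (ratio -1.23) was lost in 13 of the 16 fits without 1 pig, and that of A_72_P172331 in GM (ratio 1.46) in 13 of 16. Over all 48 arrays with the pig as a random block, limma called a difference of ratios at an adjusted p below 0.05 at 42 of 34499 probes between GM and liver, at 15 between GM and kidney and at 7 between liver and kidney. These counts include probes absent in 1 or both of the tissues compared, and over the probes present in both tissues, a restriction chosen after seeing the data, they were 16, 16 and 6. With the software's background-corrected signal, the count between GM and kidney was 29.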

Overall, gene expression analysis indicated significant differences between the two F2 offspring groups. These differences in gene expression are not trivial to interpret considering the complex architecture of quantitative traits.

A further indication of the existence of transgenerational epigenetic inheritance comes from the DNA methylation analysis. We found DNA methylation differences in the F2 generation that were associated with differential feeding of F0 boars. There were quantitative DNA methylation differences rather than single epimutations at specific CpG sites. Further studies need to establish the causality between DNA methylation relative to gene expression. We found DNA methylation differences in the promoter of the *IYD* gene that may interfere with transcription factor binding. Our DNA methylation analysis was restricted to six promoter regions of differentially expressed genes. Therefore, we suggest that future DNA methylation analysis in such experiments should be performed on a genome wide level, in several individuals and at high coverage due to the high inter- and intra-individual variation in DNA methylation. Nevertheless, single epimutations cannot be excluded. Quantitative DNA methylation patterns were also observed across generations at the murine retrotransposon upstream of the Agouti locus and at a putative Ppara enhancer in F1 mice descendent from low-protein fed F0 male mice [7], [8], [12].

Although we performed our experiment within Swiss Large White breed of balanced genetic background we were not able to separate the genetic from the epigenetic effects. This innate interplay of genetic and epigenetic contributions that model the phenotype was tackled in a plant study investigating descents from a single seed [19]. The authors identified epialleles of DNA methylation that were meiotically stable and heritable across many generations in their *Arabidopsis thaliana* population. Carone et al [12] investigated epigenetic effects of a paternal low-protein diet on the F1 generation in C57/Bl6 inbred mice and observed widespread modest DNA methylation changes between low-protein and control F1 offspring. This finding is in agreement with our DNA methylation study of a small number of selected DNA regions. In the experimental setting of Carone et al. [12] gametogenesis of the founder generation was directly exposed to the diet whereas in our study the focus was on the stable transmission of epigenetic memory up to the F2 generation. The reprogramming of the epigenetic code during primordial germ cell development and/or early embryogenesis argues that all induced DNA methylation changes would be erased and thus not transmitted to the next generation [16]. It is not clear to which extend stable transmission of DNA methylation is attributed to a failure to clear epigenetic marks or other unknown mechanisms. Interestingly, recent results from the Agouti *A^vy^* allele suggest that it is unlikely that DNA methylation is the inherited epigenetic mark [20]. Similarly, DNA methylation differences at the putative mouse *Ppara* enhancer were not reflected in DNA methylation of sperm [12]. Recently it was demonstrated that paramutation-like phenomena induced by RNA molecules were involved in the transmission of phenotypes in mice [21], [22]. The existence of other carriers of heritable information such as RNA and chromatin remains to be established.

In conclusion we found in a three-generation pig feeding experiment phenotypic indications that the F2 generation responded to a methyl-enriched diet exclusively provided to an experimental group of F0 boars. If these responses on carcass traits, gene expression and DNA methylation withstand verification and can indeed be attributed to transgenerational inheritance of epigenetic modifications it would open up new applications in pork production. By this means the efficiency of animal production could be improved and carcasses traits influenced. This study also implies transgenerational response down the male line in humans taking the pig as a model organism. Further comprehensive analyses are necessary to appraise the relevance of transgenerational epigenetic variation in mammals including human.

## Materials and Methods

### Ethics Statement

The study was carried out in strict accordance with the Swiss animal protection legislation. Approval was not necessary since the experiment was considered to cause no harm to the experimental animals.

### Animals and Treatments

In Figure 3 the design of the three-generation feeding study using Swiss Large White pigs is shown. The study started with 16 F0 boars born from 4 sows, which were mated to 3 different boars. After weaning at d 35 of age, the 16 boars were randomly allotted within litter to 2 feeding groups. Eight experimental boars (**E**) were fed standard starter, grower-finisher and boar diets supplemented with high amounts of methylating micronutrients whereas their control siblings (**C**) were fed standard starter, grower-finisher and boar diets (Table 5). The standard diets were formulated based on the Swiss feeding recommendations for pigs [23]. Out of the 16 boars, 3 E and 3 C boars, 4 of which being littermates, were used to produce the F1 generation. At weaning at 35 d of age, 14 F1 boars (7 originating from F0 E boars [F1 E] and 7 from F0 C boars [F1 C]) were selected and fed the standard C starter, grower-finisher and boar diets as previously described (Table 5). In order to produce the F2 generation, 3 F1 E and 5 F1 C boars were mated to respective 6 and 5 Swiss Large White sows. At weaning at 35 d of age, 36 offspring (F2 E), 16 females and 20 barrows, with a F1 E father and 24 offspring (F2 C), 11 females and 13 barrows, with a F1 C father were selected. All males were castrated within 10 d of birth. The pigs were group-penned and had *ad libitum* access to a standard starter and grower finisher diet as previously described. All pens were equipped with single-space computerized feeders (Mastleistungsprüfung MLP-RAP, Schauer Agrotronic AG, Sursee, Switzerland). During the grower finisher period all animals were periodically weighed and the daily feed intake was monitored.

**Figure 3:**
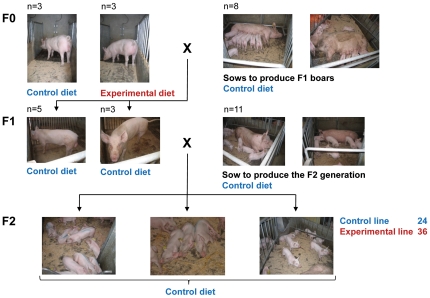
Design of the three generation pig feeding experiment. One group of the F0 boars received a diet enriched with methylating micronutrients (experimental diet E). The F2 offspring were derived from either the F0 boars that received the control diet C or from the F0 boars that received the experimental diet E.

**Table 5:** Methylating nutrients contents of the diets fed the F0 boars (per kg diet).

	Control diet				Experimental diet			
	Starter	Grower	Finisher	Boar	Starter	Grower	Finisher	Boar
Age, months	1–2.5	2.5–4	4–5	5–10	1–2.5	2.5–4	4–5	5–10
Methionine, g	4.4	3.3	2.5	3.3	11.6	8.5	6.6	8.5
Cysteine, g	3.3	3.5	3.2	2.9	3.2	3.4	3.2	2.9
Choline, mg	300		200		1300		1400	
Betaine, mg	0		0		1600		1600	
Vit. B6, mg	4		3		1600		1600	
Folate, mg	0.5		0.5		200		200	
Vit. B12, mg	0.02		0.02		8		8	

Animals were slaughtered at an average BW of 105 kg. Feed was withdrawn from the pigs 12 h before they were walked to the abattoir of the research station Agroscope Liebefeld Posieux. At the abattoir, animals were electrically stunned, exsanguinated, scalded, mechanically removing the bristles and eviscerated. The hot carcass weight was determined. Thirty minutes after exsanguination, the carcasses entered the air-chilling system (3°C) for 24 h. Within 30 minutes after exsanguination the gluteus muscle (GM), liver and kidney samples were collected from each carcass, immediately frozen in liquid N and stored at −80°C until analysis.

One day after the animals were slaughtered the left side of each carcass was weighed and dissected according to the meat cutting standards applied by the Swiss Performance testing Station (MLP, Sempach, Switzerland), as described previously [24].

### Methyl donor enriched diet

The content of the methylating nutrients of the experimental diets are given in Table 5. The amount of each component was calculated based on indications given by the NRC [25], [26] and Baker [27].

### Microarray expression analysis

The RNA from the GM, liver and kidney tissue were extracted using the Trizol reagent. The integrity of RNA was confirmed by a Bioanalyzer 2100 (Agilent, Waldbronn, Germany). The RNA was labeled following the protocol of the one-color microarray-based gene expression analysis (Quick Amp Labeling, Agilent Technologies, Basel, Switzerland). The quality and the quantity of labeled RNA were inspected with a NanoDrop ND 1000 (NanoDrop Technologies, Delaware, USA). RNA was hybridized to the porcine gene expression microarray from Agilent Technologies according to standard protocol used at the Functional Genomic Center Zürich. We used the Porcine (V2) Gene Expression Microarray, 4×44K (G2519F). This Gene Expression Microarray contains 43′803 probes. The information to construct the array sourced from RefSeq Release 38, Unigene Release 38, TIGR Release 13, Ensemble release 56, and UCSC mRNA. The array is a 4×44K slide format printed using the Agilent's 60-mer SurePrint technology. The sequence information that was used to design the Porcine (V2) Gene Expression Microarray is available from Agilent (https://earray.chem.agilent.com/earray/). Spot intensities that were obtained from the hybridization of the samples to the probes were extracted from the TIFF images using Agilent Feature Extraction Software 9.5. From the generated TXT files the “gMedianSignal” of the spots was used as raw expression value and further analyzed using R/Bioconductor. Expression values were normalized using quantile normalization and differential expression was computed using a t-test on the log2-transformed signals. In each t-test comparing samples from two conditions, only signals of probes were used that were present in at least one of the conditions. A signal of probe was declared present in a condition if it had a linear signal value above 25 and if the flag “gIsWellAboveBG” generated by the Feature Extraction software was true in at least 50% of the replicates of that condition. False Discovery Rates were computed using the Benjamini-Hochberg method. For this microarray expression experiment, GM, liver and kidney RNA from 8 F2 E and 8 F2 C pigs of both genders were used (Figure 1).

### Pathway analysis

Differentially expressed genes in muscle (GM), liver and kidney tissue that had a *P*-value of less than 0.01 were filtered, mapped to the human orthologues and analyzed using the GeneGO MetaCore pathway analysis (db version 6.2, build 24095, http://www.genego.com/metacore.php). The software interconnected all candidate genes according to published literature-based annotations. Only direct connections between the identified genes were considered. In MetaCore analysis, the statistical significance of networks is indicated by a *P*-value from the Fisher's exact test. The false discovery rate (FDR) is used for multiple testing corrections.

### Verification of gene expression by real-time PCR

From the GM and liver samples RNA was extracted using Trizol reagent (Invitrogen, Basel, Switzerland) according to the manufacturers' protocols. RNA was DNase treated according to the supplier's recommendation (Ambion, Rotkreuz, Switzerland). We selected *IYD* (iodotyrosine deiodinase, Accession no.: NM_214416) and *TBR1* (T-box, brain 1, Identifier: A_72_P040316) genes that were differentially expressed in GM and liver, respectively as well as *TCAM1* (testicular cell adhesion molecule 1, Accession no.: CX060127) and *MBOAT7* (membrane bound O-acyltransferase domain containing 7, Accession no.: EW387344) that were differentially expressed in both GM and liver based on the gene expression study using the porcine microarray (Agilent Technologies). To confirm the microarray gene expression results we measured gene expression of *IYD*, *MBOAT7*, *TCAM1* and *TBR1* in GM and liver by RT-PCR using SYBR Green according to the recommendations (ABI, Rotkreuz, Switzerland). We also measured gene expression of three housekeeping genes, *GAPDH* (glyceraldehyde-3-phosphate dehydrogenase), *PPIA* (cyclophilin A) and *ACTB* (actin, beta) by the SYBR Green methodology, which were used for normalization. Normalization was done by subtracting the threshold cycling values (Ct values) of the gene of interest (*IYD*, *MBOAT7*, *TCAM1* and *TBR1*) from the average of the Ct values of the three housekeeping genes. In brief, first-strand cDNA was synthesized according to the manufacturer's protocol (First-Strand cDNA Synthesis Kit, GE Healthcare, Glattbrugg, Switzerland) and the reaction was subsequently purified with QIAquick columns (Qiagen, Hombrechtikon, Switzerland). For this verification GM and liver RNA from the previous 8 F2 E and the 8 F2 C pigs of both genders were used. Each sample was analyzed in triplicate. The sequences of the oligonucleotides are shown in Table S6.

### DNA methylation analysis

We analyzed DNA methylation around CpG islands (EBI Tools CpG Blot, http://www.ebi.ac.uk/Tools/emboss/cpgplot/index.html) in putative promoter regions of *IYD*, *MBOAT7* and *TCAM1* in muscle and *MBOAT7* and *TCAM1* as well as in exon1 of *TBR1* in liver of all 8 F2 E and 8 F2 C pigs of both genders. The sequence information was obtained from NCBI build 3.1, based on Sscrofa10 (http://www.ncbi.nlm.nih.gov/projects/genome/guide/pig/) and from the NAGRP animal genome web site with pig genome build 10.2 sequence information. DNA methylation analysis was performed as recently described [28]. DNA was converted with the EpiTect Bisulfite kit according to the supplier's manual (Qiagen). Bisulfiteconversion-based methylation PCR primers were designed with the program Methprimer (http://www.urogene.org/methprimer/index.html). The primer sequences are shown in Table S7. PCR was performed with the Multiplex PCR Master Mix and products from GM and liver were cloned (TOPO TA Cloning Kit, Invitrogen). White colonies were picked diluted in 10 µl TE following 100 µl LB medium, incubated for 30 minutes at 37°C and amplified with the illustra™ TempliPhi amplification kit (GE Healthcare) and sequenced on an ABI 3730 capillary sequencer (Applied Biosystems). Bisulfite sequencing analysis was performed with the programs BiQ Analyzer (http://biqanalyzer.bioinf.mpi-sb.mpg.de/). DNA methylation was compared between the two groups of F2 offspring with differentially fed F0 boars.

### Statistical analysis

The gene expression data measured by SYBR Green RT-PCR and the DNA methylation quantification were analyzed and tested for significant differences between groups by the Student's t-Test (SAS version 9.2).

The effects of diet on carcass traits were analyzed with PROC MIXED of SAS (version 9.2) using the REML statement. The model was as follows:
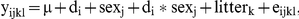
where

y_ijkl_ = carcass trait ijkl,

μ = overall mean,

d_i_ = fixed effect of diet i,

sex_j_ = fixed effect of sex,

d_i_ * sex_j_ = interaction between diet and sex,

litter_k_ = random effect of litter k,

e_ijkl_ = random residual effect of observation ijkl.

## Supporting Information

Figure S1 **Network of pathways that revolved around MYC in liver.** Highly significant pathways that center around the transcription factor v-myc myelocytomatosis viral oncogene homolog (c-Myc or MYC). Up-regulated genes are marked with red circles and down-regulated with blue circles.
(TIFF) Click here for additional data file.

Figure S2 **Significant pathways that centered around HNF4A in gluteus medius (GM).** In GM significant processes revolved around hepatocyte nuclear factor 4 alpha (HNF4A). Up-regulated genes are marked with red circles and down-regulated with blue circles.
(TIFF) Click here for additional data file.

Figure S3 **Network of pathways that revolved around MYC in kidney.** Pathways of processes in revolved in regulation of cell proliferation and response to wounding centered around MYC in kidney. Up-regulated genes are marked with red circles and down-regulated with blue circles.
(TIFF) Click here for additional data file.

Table S1 **Dataset of gluteus muscle mapped to human orthologous genes (XLS).**
(XLSX) Click here for additional data file.

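Each row of Tables S1, S2 and S3 pairs 1 or more pig probes that passed the unadjusted limit in the tissue with the symbol of a human gene held to be the orthologue, and gives the log2 ratio of F2 E over F2 C. A probe is listed once for each human gene it was mapped to. In all, 334 probes are paired with a symbol in these tables, 20 of them with more than 1.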

Table S2 **Dataset of liver mapped to human orthologous genes (XLS).**
(XLSX) Click here for additional data file.

Table S3 **Dataset of kidney mapped to human orthologous genes (XLS).**
(XLSX) Click here for additional data file.

Table S4 **Processes that are significantly associated with gene expression data.**
(XLSX) Click here for additional data file.

Table S5 **Top gene ontology processes including** ***P*** **-values that were obtained based on the respective filtered gene expression data.**
(XLSX) Click here for additional data file.

Table S6 **Oligonucleotides used for real-time PCR to quantify gene expression.**
(DOCX) Click here for additional data file.

Table S7 **Oligonucleotides used for DNA methylation analysis using the bisulfite DNA conversion method.**
(DOCX) Click here for additional data file.

# Supplementary material for: Investigations on Transgenerational Epigenetic Response Down the Male Line in F2 Pigs
**Source:** PLoS One. 2012 Feb 16;7(2):e30583. doi: 10.1371/journal.pone.0030583
**Supplement:** Table S6 — Oligonucleotides used for real-time PCR to quantify gene expression.

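The table names, for each tissue, the processes attached to the network that the pathway software built around genes of the mapped list, with a percentage in parentheses after each process, whose base the paper's text does not name. The paper's methods give the p of a network as that of a Fisher's exact test.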

**Supplementary Table S6** Processes that are significantly associated with gene expression data.

| Tissue | Processes | P-value |
| --- | --- | --- |
| Liver | Transcription initiation, DNA-dependent (34.0%), transcription initiation from RNA polymerase II promoter (30%), transcription elongation from RNA polymerase II promoter (26.0%), transcription from RNA polymerase II promoter (38%), transcription elongation, DNA-dependent (26.0%) | 1.26e-11 |
| Gluteus muscle | Phosphatidylinositol phosphorylation (8.0%), lipid phosphorylation (8.0%), positive regulation of TOR signaling cascade (6.0%), complement activation, classical pathway (8.0%), regulation of TOR signaling cascade (6.0%) | 9.85e-62 |
| Kidney | Regulation of cell proliferation (54.8%), positive regulation of cell proliferation (41.9%), positive regulation of biological process (67.7%), positive regulation of cellular process (64.5%), response to wounding (41.9%) | 1.42e-13 |

# Supplementary material for: Investigations on Transgenerational Epigenetic Response Down the Male Line in F2 Pigs
**Source:** PLoS One. 2012 Feb 16;7(2):e30583. doi: 10.1371/journal.pone.0030583
**Supplement:** Table S7 — Oligonucleotides used for DNA methylation analysis using the bisulfite DNA conversion method.

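The table ranks gene ontology processes by how strongly the mapped genes of a tissue are over-represented in them. The lists that went into it were chosen by their unadjusted p, and its processes overlap, so that 1 gene can count in several of them.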

**Supplementary Table S7** Top gene ontology processes including *P*-values that were obtained based on the respective filtered gene expression data.

| Tissue | Name of Network | *P*-value |
| --- | --- | --- |
| Liver | cellular lipid metabolic process | 2.61057E-08 |
|  | regulation of catalytic activity | 9.32446E-08 |
|  | regulation of protein catabolic process | 1.63295E-07 |
|  | metabolic process | 2.31392E-07 |
|  | response to stress | 3.01929E-07 |
|  | response to stimulus | 3.19048E-07 |
|  | cellular metabolic process | 3.42914E-07 |
|  | lipid metabolic process | 3.52931E-07 |
|  | regulation of apoptosis | 3.95754E-07 |
|  | cyclic-nucleotide-mediated signaling | 4.05319E-07 |
| Gluteus medius | metabolic process | 3.71036E-12 |
|  | cellular component organization or biogenesis | 1.08245E-11 |
|  | cellular component organization | 1.56885E-11 |
|  | macromolecule metabolic process | 9.43194E-10 |
|  | primary metabolic process | 1.24211E-09 |
|  | organelle organization | 3.31538E-09 |
|  | cellular metabolic process | 3.56117E-09 |
|  | cellular process | 6.7176E-09 |
|  | cellular macromolecule metabolic process | 9.23416E-09 |
|  | protein metabolic process | 2.32814E-08 |
| Kidney | exogenous drug catabolic process | 4.99123E-06 |
|  | drug catabolic process | 8.82036E-06 |
|  | drug metabolic process | 6.87932E-05 |
|  | xenobiotic metabolic process | 0.000158734 |
|  | cellular response to xenobiotic stimulus | 0.000158734 |
|  | response to xenobiotic stimulus | 0.000170323 |
|  | epithelial cell proliferation | 0.00018147 |
|  | monoterpenoid metabolic process | 0.000182093 |
|  | oxidative demethylation | 0.000288765 |
|  | oxidation-reduction process | 0.000526614 |

How the deposited data were processed for this re-analysis (not part of the article)

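RNA of gluteus medius (GM), liver and kidney was measured in 16 F2 pigs, 8 F2 C and 8 F2 E offspring, on 48 arrays of an Agilent porcine design with 1 colour. The deposited scanner files, 1 per array, hold intensities: the authors scanned the arrays and quantified them with Agilent's Feature Extraction software, which gave for each spot the median pixel, the median of its local background and a background-corrected signal, none of them normalized between arrays. The files' headers name version 10.5.1.1 of that software, and the paper's methods name another. The authors also deposited 1 table per tissue with their log2 signals after quantile normalization, the log2 ratio of F2 E over F2 C, the p-value and the false discovery rate of each probe. These tables have 43663 entries each, of which 60 are controls, and were used for comparison only. qPCR, methylation and carcass values were not analysed here.

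Depth on an array is its signal over background. The median signal of a spot ranged over the arrays from 48 to 88.5 in GM, from 88 to 167 in liver and from 48 to 240.5 in kidney. Spots that the extraction software marked as outliers numbered 1285 over the 16 GM arrays, 974 over the liver arrays and 309 over the kidney arrays. The number of arrays limits the precision, which is given as the SD over pigs or limma's standard error.

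The median pixel signal was quantile-normalized within each tissue and put on the log2 scale. Control spots and spots marked as outliers were left out, the values of a probe's spots were averaged (50 probes had 5 spots each, all others 1), and probes were kept that had a linear signal above 25 and were well above background on at least 50% of the arrays of 1 group. At least 2 unmarked arrays per group were required, a limit added after the data were seen. F2 E was compared with F2 C with lmFit and eBayes of limma, without a block, since the labels name no batch and the groups are different pigs. Calls were made at an unadjusted p below 0.01, at the same limit with a log2 ratio of at least 1 in either direction, and at a Benjamini-Hochberg adjusted p below 0.05. For single genes, the difference in means was also tested by an exact two-sided permutation test over the 6435 ways to part 16 pigs into 8 and 8, whose smallest p is 0.000155. Where a probe was not well above background on any array of a group, only a lower bound of the fold is given: the bright group's mean against, per array, the higher of the lowest signal among probes well above background and the probe's own.

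The design had not stated whether marked spots leave before or after normalization, and both orders were seen before one was chosen. Removal before normalization was run first. In liver, 4 F2 C arrays of the upper number series had between 39 and 397 marked spots among the 1000 brightest probes, against at most 3 on the other liver arrays. Removing them first raised the remaining bright probes on 2 of these arrays by 1.01 and 0.36 on the log2 scale (median over the probes), moved them by 0.013 and -0.018 on the other 2, and gave the 1000 brightest probes a median log2 ratio of -0.15, against 0.00 with removal afterwards. Removal after normalization was therefore taken, and the other order is kept as an alternative.

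Sex was checked by probes that separate barrows from females, and tissue by lists of marker genes: 12 of 12 GM probes, 6 of 6 liver probes and 2 of 2 kidney probes separated the arrays of their own tissue from all others. A difference between groups that depends on sex was tested by an interaction term in each tissue, and one that depends on tissue by contrasts over all 48 arrays, normalized together, with the pig as a random block (estimated correlation 0.0301). Gene sets were tested with camera (preset correlation), fry and camera with an estimated correlation, on 1 probe per gene, over lists for lipogenesis, cholesterol synthesis, fatty acid oxidation and lipid transport in liver, adipocytes in GM and one-carbon metabolism in each tissue. The lists used gene names from RefSeq alone, which was settled after their coverage was known and before any set was tested.

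The genes named were the genes the paper names, the 5 probes per tissue with the largest log2 ratio among those called after adjustment (at the 2-fold limit where fewer than 5 were called) whose F2 E pigs all lie on 1 side of the F2 C median, up to 10 probes called in all 3 tissues, genes of lipid metabolism in Table S2 and called genes of the lists. This rule, the groups, the tests and most alternatives were fixed before the data were examined. GAPDH, PPIA and ACTB had 0 probes that carry these names here.

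The alternatives were the methods' t-test with equal or unequal variances, the software's background-corrected signal scaled to the 75th percentile, the median signal scaled in the same way, quantile normalization over all 48 arrays, no filter on presence, probes well above background on all 16 arrays, marked spots kept, sex as a covariate, slide and scan as blocks, the number series as a block, the 4 sets of pigs by series and group as a random block or as samples by their means, the labels' replicate numbers as a block, and each pig left out. Added after the data were seen were normexp (offset 50) on the median signal, since the files hold no mean signal, distinct accessions in place of gene names, the methods' t-test with marked spots kept, the other groupings of the 4 sets under further settings, marked spots left out before normalization, and the difference of ratios between tissues over probes present in both. All GM arrays were scanned together, as were all kidney arrays, and the liver arrays fell in 2 scans.

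For every count, 100 random splits of the 16 pigs into 8 and 8 were drawn, the real one included. R 4.3.3 with limma 3.58.1, statmod 1.5.0 and data.table 1.17.8 was used. The final tests alone were run on simulated normalized values, drawn independently for each probe and array, with 200 changed probes per tissue. There limma at an adjusted p below 0.05 found 93% of them in GM, 91.5% in liver and 89.5% in kidney, with 11, 4 and 13 false calls. The methods' t-test found 88%, 87.5% and 86%. Normalization, marked spots and the presence filter were not tested. The simulated pigs shared nothing within a set, where the correlation was estimated at 0.227 in GM, 0.0618 in liver and 0.192 in kidney. These shares and false calls therefore do not carry over to pigs alike within sets. Of 500 draws without a difference, 6.6% had a permutation p of at most 0.05.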

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

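The tests of a mislabelled pig, of 1 odd array and of probes present in both tissues were chosen only after the result was seen, and the random splits were chosen before. Over 144 groups of 8 pigs or arrays, 10 had a highest or lowest member set apart from the rest by more than the critical value of Dixon's test, and chance sets apart about 1 in 20 groups.

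MBOAT7 stood apart in 1 F2 E pig, replicate 3. Its log2 signal was 10.62 in liver, where the other F2 E pigs had 7.87 to 8.33, and 8.23 in GM, where the others had 6.13 to 6.78. In kidney the same pig was again the highest F2 E pig, at 10.05 against 8.14 to 9.25. Being the highest in 3 tissues argues against 1 odd array. Over the probes called without this pig it lay nearer the other F2 E pigs at 75.3% of 227 probes, which argues against a mislabelled pig: the other F2 E pigs lay between 62.9% and 79.8% on this measure and the F2 C pigs between 23.9% and 39.6%. In kidney alone the pig was nearer F2 E at 56.7% of 60 probes. The paper's real-time PCR of the same pigs found no significant MBOAT7 difference in liver and a result similar to the arrays in GM. The probe's signal therefore need not follow the transcript in liver. A variant carried by this pig, in the gene or under the probe, may set its MBOAT7 signal in every tissue. That was not tested on sequence, and a response of this pig to its ancestors' diet stays open as well.

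A_72_P182911 was lowest in F2 E replicate 1 in all 3 tissues: 5.22 in GM (the others 6.76 to 7.57), 5.72 in liver (7.37 to 8.41) and 5.36 in kidney (6.84 to 7.94). The same pig standing apart in 3 tissues argues against 1 odd array. A variant carried by this pig, in the gene or under the probe, may explain the level and was not tested on sequence.

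PON3 in kidney was 10.04 in 1 F2 C pig against 7.79 to 8.45 in the other F2 C pigs. ALOX12 in liver was 7.87 in 1 F2 E pig against 6.58 to 7.08 in the other F2 E pigs. The same pig was also the highest F2 E pig for ALOX12 in GM, at 7.28 against 6.06 to 6.89, but not in kidney. Whether 1 odd array explains the liver value is thus not decided. No technical or biological explanation was tested for PON3, and no other one for ALOX12.

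Among the arrays, 1 F2 E array of GM had 218 spots marked as outliers by the extraction software (the others 11 to 109), and 1 F2 C array of kidney had 71 (the others 12 to 30). The authors' software sets these marks. With all marked spots kept, the GM count at 2-fold and an unadjusted p below 0.01 was 94 and the kidney count 63, so these arrays did not move the counts by more than 1.5 times. On the liver array of F2 E replicate 3, 24128 spots were well above background, against 26548 to 28381 on the other F2 E liver arrays. This is the pig with the high MBOAT7 signal, and a dimmer array lowers a signal. Why the array is dimmer was not tested.

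The ratio of F2 E to F2 C differed between tissues at 42 probes for GM against liver, 15 for GM against kidney and 7 for liver against kidney (limma, adjusted p below 0.05). Of 100 random splits of the pigs, 2 gave as many probes for GM against liver and 4 for liver against kidney. A chance division of single pigs can thus be excluded there at 1 in 20. For GM against kidney 5 splits did, where it cannot. The splits break up the sets of pigs that the groups keep together, so they decide nothing about differences between sets. For UCP3 the liver ratio lay below the kidney ratio, by -5.26 (adjusted p = 0.00241 in limma). For A_72_P267616 the liver ratio lay above the kidney ratio by 2.69 (adjusted p = 0.000239). Both probes are present in liver and kidney. The counts include probes absent in 1 or both of the tissues compared: of the 42 probes for GM against liver, 22 were present in both tissues. Tested over the probes present in both, the counts were 16, 16 and 6, for which no random splits were run. The slides were laid out differently in liver than in GM and kidney, which was not tested as a source of these differences. A different response of the tissues to the diet was not tested.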

How the results depend on the processing

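Normexp on the median signal, distinct accessions, the methods' t-test with marked spots kept, the other groupings of the 4 sets of pigs under further settings, marked spots left out before normalization and the restriction to probes present in both tissues were chosen only after the data were seen. Over the counts, the genes of Table 3 in their tissues, the groupings, the shared probes and the gene sets, 329 values kept their direction and their side of the threshold, counts within 1.5 times, while 59 counts moved further, 24 ratios lost their call with unchanged direction and 4 set tests changed direction. Over the other named probes 908 values kept, 84 lost and 17 gained a call. The direction of no named probe changed under any alternative run. The ranges over the alternatives that kept all pigs were 51 to 365, 55 to 208 and 40 to 136 probes at 2-fold and an unadjusted p below 0.01 in GM, liver and kidney. They were 154 to 1864, 261 to 997 and 71 to 429 at an unadjusted p below 0.01, and 0 to 507, 0 to 123 and 0 to 10 at an adjusted p below 0.05. Where no cause is given below, the cause was not tested.

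With the methods' t-test, 126 GM probes were called after adjustment (main count 195), 62 liver probes passed at 2-fold (24 higher and 38 lower in F2 E; main count 95) and 11 liver probes after adjustment (main count 27). With the marked spots kept as well, these numbers were 104, 63 (24 higher and 39 lower) and 10. With unequal variances they were 56, 55 (22 higher and 33 lower) and 7, and the kidney count after adjustment was 0 (unadjusted p below 0.05 at 1302 probes; 4 by limma and 5 by the t-test with equal variances). The adjusted p of IYD in liver was 0.0850 with the t-test, 0.0885 with marked spots kept as well and 0.175 with unequal variances, and that of MBOAT7 in liver 0.0584, 0.0615 and 0.218, each with the ratio unchanged at 1.48 and -2.04. MBOAT7 in GM, at -1.50, had 0.0610 with unequal variances.

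With the background-corrected signal, 365 probes passed at 2-fold in GM (141 higher and 224 lower), 208 in liver (112 and 96) and 136 in kidney (65 and 71). IYD in liver had a ratio of 1.38 (adjusted p = 0.0639 in limma), and 29 probes differed in ratio between GM and kidney. With the median signal scaled to the 75th percentile, 12 liver and 2 kidney probes were called after adjustment, and IYD in liver had a ratio of 1.37 (adjusted p = 0.0769 in limma). With normexp, 51 probes passed at 2-fold in GM (15 higher and 36 lower), 61 in liver (32 and 29) and 40 in kidney (24 and 16); its offset draws dim signals together by construction.

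The balance of higher and lower probes depended on the scaling. In GM it was 43 to 58 at 2-fold, 685 to 778 at an unadjusted p below 0.01 and 102 to 93 after adjustment, and with the median signal scaled to the 75th percentile 57 to 50, 924 to 485 and 106 to 51. In kidney it was 34 to 29 and 163 to 173 at the first and second limit, and 47 to 18 and 207 to 82 with that scaling. With the background-corrected signal it was 106 to 172 in GM after adjustment, 11 to 15 in liver after adjustment and 140 to 248 in kidney at an unadjusted p below 0.01. With marked spots left out before normalization the liver balance at an unadjusted p below 0.01 was 295 to 429, against 364 to 342. No scaling moved the median ratio of all probes by more than 0.1.

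Over the probes present in both tissues, 16 probes differed in ratio between GM and liver (main count 42). Of the 42, 22 were present in both tissues, so the leaving of absent probes accounts for only part of the fall. Restricted to probes well above background on all 16 arrays, which removes dim probes, 65 GM probes passed at 2-fold (31 higher and 34 lower), and 99 GM, 16 liver and 2 kidney probes were called after adjustment. Fewer probes enter this comparison, in GM 17448 against 25622, so the lower counts do not show how far dim signal limits a ratio.

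With slide as a random block, and equally with the 4 sets of pigs as a random block, since slides and sets are the same in GM and kidney, 412 GM probes had an unadjusted p below 0.01 (196 higher and 216 lower) and 5 an adjusted p below 0.05, and in kidney 97 and 1. MBOAT7, TCAM1 and TBR1 in GM then had adjusted p of 0.173, 0.0551 and 0.146 with ratios of -1.50, 1.37 and 2.01. In liver, slide as a random block gave IYD a ratio of 1.42 (adjusted p = 0.0608 in limma), and slide as a fixed block 199 probes at 2-fold (95 higher and 104 lower), 123 after adjustment and an IYD ratio of 1.33 (adjusted p = 0.134 in limma). The sets of pigs as a random block gave 451 liver probes at an unadjusted p below 0.01, 12 after adjustment and IYD an adjusted p of 0.0547. The number series as a block raised the counts after adjustment to 507 in GM (219 higher and 288 lower), 46 in liver and 10 in kidney, and the probes shared by 3 tissues to 22.

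With the means of the 4 sets as the samples, 2 against 2, 63 GM probes passed at 2-fold (38 higher and 25 lower), and 154 GM (98 and 56), 261 liver (161 and 100) and 71 kidney probes had an unadjusted p below 0.01. After adjustment limma called 0 in GM, 0 in liver and 0 in kidney, with 865, 1124 and 288 probes at an unadjusted p below 0.05; the methods' t-test was not run on these means. The adjusted p was 0.923 for MBOAT7, 0.999 for TCAM1 and 0.283 for TBR1 in GM, and 0.456 for IYD, 0.420 for MBOAT7 and 0.326 for TCAM1 in liver, with ratios of -1.50, 1.37, 2.01, 1.48, -2.04 and 1.83. This design has 4 samples in place of 16, and its smallest adjusted p was 0.283 in GM, 0.326 in liver and 1.00 in kidney, so a lost call there says nothing about a single gene.

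The labels do not say that pigs with the same replicate number belong together. Over the 8 numbers, the correlation of the deviations of same-numbered pigs from their group means ranged from -0.158 to 0.330 in GM, from -0.0879 to 0.584 in liver and from -0.577 to 0.459 in kidney. In liver 6 of the 8 correlations were above 0.1, and there replicates 5 to 8 of both groups also have the same slide, series and sex, so same-numbered liver pigs are partly alike. With the replicate number as a block, 997 liver probes had an unadjusted p below 0.01 (706 without it), 100 passed at 2-fold and 22 were called after adjustment. With it, 50 GM probes (20 higher and 30 lower) and 0 kidney probes were called after adjustment by limma, with 1069 kidney probes at an unadjusted p below 0.05 (4 after adjustment without the block by limma and 5 by the methods' t-test).

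Leaving out each pig in turn, the GM count after adjustment lay between 91, without F2 E replicate 3, and 193, below 195 divided by 1.5 in 8 of 16 fits, and the liver count between 13, without F2 E replicate 1, and 40. The kidney interaction of group and sex lay between 0 and 1, the latter without F2 C replicate 3. No other of the counts at these thresholds and of the sex interaction, the counts run without each pig, moved by more than 1.5 times, and the Table 3 genes kept their calls in the tissues of Table 3.

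The groupings of the 4 sets by number series or crossed, at an adjusted p below 0.05, moved as follows. With the background-corrected signal, the crossed count was 327 in GM (main 544) and 592 in kidney (main 991), and the series count in liver 1195 (main 758). With the median signal scaled to the 75th percentile, the crossed count was 2 in liver (main 4) and 500 in kidney, and the series count 16 in kidney (main 26). With the methods' t-test the series count was 211 in GM (main 493) and 14 in kidney, and the crossed count 2 in liver.

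The probes shared by 3 tissues numbered 14, and 50 without the 2-fold limit, which is the looser threshold by construction. The test of fatty acid oxidation genes in liver pointed upward (adjusted p = 0.896) and downward with the background-corrected signal (0.514), under fry (0.987), with the mean of all probes of a gene (0.752) and with marked spots left out before normalization (0.507). None of these set values passes a threshold.

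Normexp on the mean signal and distinct gene names could not be run, since the files hold neither column. Scan as a block, and slide as a fixed block, exist in liver alone.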

Differences from the paper's values

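Of the alternatives named here, the methods' t-test with marked spots kept, normexp on the median signal and marked spots left out before normalization were chosen only after the data were seen, and all others before the data were examined. The paper's values were set beside the limma counts for 126 measures, 43 in GM, 43 in liver and 40 in kidney. Of these, 47 differ by more than 1.5 times or stand against a 0 in the paper, all among the finer thresholds of Table 2. The counts of the text at 2-fold and at an unadjusted p below 0.01 lie within 1.5 times, and the ratios of Table 3 have the same sign and lie within the larger SD of the 2 groups. The numbers of present probes were not part of this comparison.

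In GM, at an unadjusted p below 0.01 the paper counts 13 probes at 3-fold and 3 at 4-fold, where limma gave 23 and 11. Below 0.001 the paper's counts are 126 at 1.5-fold, 39 at 2-fold, 5 at 3-fold and 2 at 4-fold, against 206, 61, 9 and 6. Below 1e-04 the paper's counts are 39, 19, 3 and 2 at the same folds, against 76, 36, 8 and 5. Below 1e-05 the paper's counts are 13 at any fold, 5 at 1.5-fold, 4 at 2-fold and 1 at 3-fold, against 28, 27, 20 and 6, and the paper's false discovery rate there is 0.02 against 0.00915. The paper counts 0 probes at 8-fold and 0 at 10-fold at every limit, where limma gave 4 and 4 below 0.1, 4 and 4 below 0.01, 4 and 4 below 0.001, 3 and 3 below 1e-04 and 3 and 3 below 1e-05. At 4-fold below 1e-05 the paper counts 0 and limma gave 5. Of these 26 values, the methods' t-test brings 12 within 1.5 times the paper's value, which is meant by closing a gap; it leaves 7 probes below 0.01 at 4-fold, 4 below 0.001 at 4-fold, 2 below 1e-05 at 3-fold and 1 to 4 where the paper has 0. The t-test with unequal variances closes 17. The means of the 4 sets close 17, marked spots kept 15, probes well above background on all 16 arrays 6, slide or the sets of pigs as a random block 5 each, the replicate numbers as a block 5 and no presence filter 1. The background-corrected signal, the median signal scaled to the 75th percentile, quantile normalization over 48 arrays, sex as a covariate and the number series as a block close 0 of them. The methods' t-test with marked spots kept closes all 26 and normexp 6, both chosen after seeing the values, and marked spots left out before normalization, also chosen then, close 0.

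In liver, below 0.001 the paper counts 58 probes at 1.5-fold and 22 at 2-fold, where limma gave 111 and 43. Below 1e-04 the paper's counts are 24 at any fold, 20 at 1.5-fold, 10 at 2-fold, 5 at 3-fold and 2 at 4-fold, against 38, 35, 18, 9 and 5. Below 1e-05 the paper's counts are 9 at 1.5-fold, 5 at 2-fold and 2 at 3-fold, against 15, 9 and 5, and the paper's false discovery rate is 0.03 against 0.0192. At 4-fold below 1e-05 the paper counts 0 and limma gave 2. The methods' t-test closes all 12, the sets of pigs as a random block 10, probes well above background on all 16 arrays 9, unequal variances 9, the median signal scaled to the 75th percentile 6, the means of the 4 sets 5, the replicate numbers as a block 3, the background-corrected signal 2 and sex as a covariate 2. Quantile normalization over 48 arrays, marked spots kept, no presence filter and slide as a random block close 1 each, and slide as a fixed block, scan as a block and the number series as a block close 0. Chosen after seeing the values, the t-test with marked spots kept closes 12, normexp 10 and marked spots left out before normalization 1.

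In kidney, the paper counts 7 probes below 0.01 at 4-fold, where limma gave 11. Below 0.001 the paper's counts are 17 at 2-fold and 7 at 3-fold, against 30 and 11, and below 1e-04 they are 5 at 2-fold and 3 at 3-fold, against 9 and 5. The paper's false discovery rate below 1e-05 is 0.04, against 0.0673. Below 0.001 the paper counts 0 at 4-fold, 0 at 8-fold and 0 at 10-fold, and limma gave 3, 1 and 1. Of these 9, the methods' t-test closes 8 and unequal variances and slide or the sets of pigs as a random block 7 each. Quantile normalization over 48 arrays and probes well above background on all 16 arrays close 5 each, and the replicate numbers as a block 4. The means of the 4 sets close 3, the median signal scaled to the 75th percentile 2, and sex as a covariate and the number series as a block 1 each. The background-corrected signal, marked spots kept and no presence filter close 0. The t-test with marked spots kept, chosen after seeing the values, closes 8 and leaves the false discovery rate; normexp closes 4 and marked spots left out before normalization 1, both also chosen then.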

Other observations

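The tests of signal carried by the pig over tissues, of the brighter background, of the crossed grouping read in other tissues, of slides in liver and of the slides of GM and kidney, of array brightness in the kidney splits, of the brightest liver probes and of the splits at an unadjusted p below 0.01 alone were chosen only after the result was seen, and all others before.

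Random splits show how far chance can be excluded for each count. Of 100 splits of the pigs, 2 gave as many GM probes at 2-fold and an unadjusted p below 0.01 as the 101 found, 1 as many without the fold limit and 1 as many after adjustment, which exclude chance at 1 in 20. In liver, 1 gave as many at 2-fold, 12 without the fold limit and 2 after adjustment, so chance is not excluded for the 706 probes without a fold limit. In kidney, 8 gave as many at 2-fold and 21 without the limit, where chance is not excluded, and 2 after adjustment. For the 14 probes shared by 3 tissues 2 of 100 did, which excludes chance. For the interaction with sex the splits decide nothing, since any split has at least as many as the 0 probes found in GM, in liver and in kidney, here 100 of 100 (limma; unadjusted p below 0.05 at 886, 505 and 890 probes). For the gene sets in liver, 35 splits gave as small a p for lipogenesis, 87 for cholesterol synthesis, 93 for fatty acid oxidation and 6 for lipid transport; for adipocyte genes in GM 73 did, and for one-carbon genes 79 in GM, 91 in liver and 38 in kidney. Chance is excluded for none of these sets. The real split follows slides in GM and kidney, where each group has slides of its own.

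Random splits keep no set of pigs together, while the groups do. The 4 sets of pigs by series and group were therefore joined in the other 2 ways. The larger of their counts at 2-fold and an unadjusted p below 0.01 was 172 in GM, against 101 between the groups, 127 in liver, against 95, and 265 in kidney, against 63. A difference between sets of pigs that has nothing to do with the diet, such as litters or sires, may thus account for counts of this size in each tissue taken alone. The probes shared by all 3 tissues go the other way, with 14 between the groups, 3 by series and 5 crossed. The 18 probes called with 1 direction in GM and kidney were read in the lower series of liver, where slides hold both groups. All 18 had the same direction there, with ratios from 0.27 to 3.25 and a median of 1.45, which argues against the slides of GM and kidney as their cause. In GM and kidney the sets are also the slides, and the same 172 and 265 leave slides open to the same extent. In those tissues the sets, whose litters are not known, cannot be separated from the slides by grouping, since both hold the same pigs. In liver, each slide of the upper series held 1 group and each slide of the lower series both. Of the 174 probes called at 2-fold within the upper series alone, 58.0% had the same direction in the lower series, with a median ratio of 0.12 there. Of 216 called within the lower series alone and measured in the upper, 60.6% did. Agreement was thus low whichever slides the calls came from, and does not single out slides. Within the lower series of liver 217 probes passed at 2-fold and 63 after adjustment, against 174 and 37 within the upper. With slide as a random block the liver counts were 98 and 20, against 95 and 27. These values argue against slides that held 1 group as the source of the liver counts, though not for each probe. Litters and chance within 4 pigs against 4 stay open. An earlier test, written before the result, had chosen its probes over both series and is not used. The effect of the F0 diet stays open, untested against litter: a difference between the lines of boars is shared by both sets of a group, and so is any difference in genes between them, as the paper also says of its design.

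Some of the called signal follows the pig over its tissues. With group means removed, the 13 shared probes that could be followed had a median correlation of a pig's values over the tissues of 0.727 (Pearson's r averaged over pairs of tissues, then the median over probes), against 0.0247 for all 23370 probes present in 3 tissues and at most 0.331 in 10000 random sets. Differences carried by each pig, such as genotypes, would give this and may underlie these probes. With the means of the sets removed the value was 0.773, although it fell to 0.02 for A_72_P403193. A_72_P158586 did not follow the pig in either form (-0.03 and 0.04). Removing these means also removes the difference between the groups and any shift of a slide, so this value decides nothing about slides. Among the probes called at 2-fold and present in all tissues, the share with a mean correlation above 0.8 was 17.9% in GM, 24.2% in liver and 28.9% in kidney, against 0.676% of all probes. In GM, liver and kidney it was 6.35%, 9.52% and 13.2% for probes called by series. For probes called crossed it was 12.1%, 37.0% and 6.19%. Such shares are thus not particular to calls between the groups. The median correlation over the lists called between the groups was 0.221, 0.574 and 0.676, against at most 0.152, 0.151 and 0.182 in random sets of the same size. With the means of the sets removed the medians were 0.166, 0.357 and 0.480, which for GM is close to the largest random value. The liver and kidney lists, and less clearly the GM list, are thus consistent with a share of signals fixed in the pig, such as a genotype or a variant under the probe, and the size of this share was not estimated. No sequence was examined, and an epigenetic state carried in every tissue stays open and untested.

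The crossed grouping, which matches neither diet nor series, was read in the other tissues of the same pigs. Probes called crossed in GM after adjustment had the same direction in liver at 70.6% and in kidney at 46.7%. Those called crossed in kidney had it in GM at 54.4% and in liver at 47.5%. A difference carried by the pigs in every tissue may account for the first value, and the other 3 argue against it for GM against kidney and for kidney, where something of the single tissue or slide is left open. Between the groups, probes called in GM had the same direction in liver at 71.5% and in kidney at 74.5%. By series, those called in GM had it at 61.1% and 63.4%, and those called in liver had it in GM at 69.3% and in kidney at 52.6%. The few called by series in kidney had it in GM at 86.4% of 22 probes and in liver at 76.9% of 26. Shared direction is thus not particular to the groups.

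The median local background was higher on the F2 E arrays of GM than on all F2 C arrays. The 101 GM probes had a median ratio in the direction of the call of 1.22 with the median signal and 1.66 with the background-corrected signal, and all 101 kept their direction. A brighter background would raise F2 E before normalization, whereas 58 of these probes were lower in F2 E. Quantile normalization gives all arrays 1 distribution, so probes raised less than others can come out lower. The 58 lower probes thus do not decide the question. No separate median was taken for the 43 higher or the 58 lower probes, and subtraction can widen the ratio of a dim probe. For all 101 the background therefore stays open as a contribution. Less adipocyte RNA in F2 E muscle was weighed as another cause, as the paper reports less backfat in F2 E carcasses. The adipocyte genes did not move as a set (adjusted p = 0.889 by camera), and the 11 measured genes had ratios between -0.08 and 0.40, none lower by as much as a 2-fold change needs, which argues against it. Other changes in the mix of cells were not tested.

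The split of the kidney pigs with the most changed probes, 9722 at an unadjusted p below 0.01, was also the split whose sides differ most in array brightness, by 0.742 in mean log2 median signal, and it was the 1 split of 100 with so large a gap. Array brightness may therefore drive such splits. The groups themselves differ by 0.180, and 58 of 100 splits differ as much.

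With marked spots left out before normalization, the 1000 brightest liver probes had a median ratio of -0.15, and with the marked spots removed afterwards 0.00417. The shift therefore is consistent with bright spots missing from 4 F2 C arrays at normalization, and not with a biological difference in these probes.

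In the tables the authors deposited, their own calls number 1581, 784 and 371 at an unadjusted p below 0.01 in GM, liver and kidney, 94, 93 and 66 at 2-fold as well, and 279, 32 and 5 at a false discovery rate below 0.05. Of the probes called at 2-fold here, 92 in GM, 92 in liver and 63 in kidney are among them. On the authors' deposited log2 signals, limma gave 1576, 786 and 370 probes at an unadjusted p below 0.01 and the methods' t-test 1391, 622 and 354. The deposited p-values lay nearer those of limma, with a median gap of 0.000769, 0.000723 and 0.000575 on the log10 scale, than those of the t-test, with 0.0337, 0.0219 and 0.0152. At 2-fold as well, the methods' t-test on the deposited signals gave 78, 64 and 53 probes and limma 93, 93 and 66. The 2-fold counts of the paper's text thus lie nearer the t-test, unlike the deposited p-values.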
